A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "The coordinate actions of calcineurin and Hog1 mediate the stress response through multiple nodes of the cell cycle network" (2020).

How the data were processed

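RNA-seq was performed on *Saccharomyces cerevisiae* strain YJB622, a haploid of the BY4741 background that lacks *CRZ1* (replaced by a kanamycin resistance marker) and *HOG1* (replaced by *LEU2*). Crz1 is the main transcription factor (TF) activated by the phosphatase calcineurin (CN), and Hog1 is the stress-activated MAP kinase of the osmotic response. Cells were pre-treated for 15 minutes with ET buffer (control) or with 1 μg/ml FK506, a drug that inhibits CN, before 200 mM CaCl2 was added. Samples were collected at 0, 10, 30 and 60 minutes, and duplicate time courses were performed for each pre-treatment, which gives 8 groups of 2 libraries and 16 libraries in all.

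The deposited table holds gene-level read counts that the authors made with HTSeq from reads aligned with TopHat2 to the Ensembl R64-1-1 genome. The libraries were strand-specific, made from total RNA after removal of ribosomal RNA, and sequenced as single-end reads. The authors did not scale the deposited counts, and the replicates were not pooled. The study gives default parameters for its tools and names no HTSeq mode or strand setting apart from that. Genes that overlap another gene, and genes with a near-identical copy, are treated as uncertain. The table has 7126 features, of which 329 have 0 counts in the 16 libraries. Of these features, 6048 matched a gene of the R64 annotation used here by systematic name and 114 by symbol, and 964 matched none. Coordinates are those of build R64, counted from 1. No row without a gene name and no column outside the 16 samples was present in the table. The total count per library ranged from 11221758 to 11970166, a ratio of 1.07 between the highest and the lowest. At this depth a count of 0 allows up to 3 counts, or at most 0.267 CPM (counts scaled to a library total of 1e6), and such limits cover counting error only.

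Groups and replicate numbers were taken from the sample labels. The design was written from the methods of the study, with 1 departure and 1 assumption. The study names the same condition and genotype as the unit of the correlation, whereas the time course was used here. Its model has a batch term that it does not define, and the replicate number was taken as the batch. Counts were filtered with filterByExpr by group (at least 10 counts by its default), which left 6206 genes, and were scaled with TMM factors. The limma voom method was fitted once to the 16 libraries, with terms for group (pre-treatment and time) and for replicate number, and with the correlation between libraries of 1 time course estimated by duplicateCorrelation. That correlation was -0.12. The fit left 7 residual degrees of freedom. Each time point was compared with 0 min of the same pre-treatment, and the changes from 0 min were then compared between ET and FK506 (ET minus FK506). Genes with a Benjamini-Hochberg (BH) adjusted p-value under 0.05 were counted as changed. Values per group are CPM on the raw library totals, as mean ± SD of 2 replicates. With 2 libraries per group an exact permutation test cannot give a two-sided p below 0.333, so the tests rest on the spread shared by the 16 libraries.

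Lists of 134 SBF/MBF targets and 38 Fkh2/Ndd1 targets were taken from the supplementary gene lists of the study, and 8 genes are members of both. SBF and MBF activate G1/S genes, and Fkh2 with Ndd1 activates G2/M genes. The mean log2 change over each list was tested with limma's fry (two-sided, directional), with BH adjustment over the 18 tests of both lists. The replicate value of a list is the mean over its genes within 1 replicate number. Another 8 lists, written from general knowledge of yeast genes, were tested in the same way with BH adjustment over 80 tests: Crz1 targets, osmostress, mating, phosphate, drug efflux (PDR), Gcn4, sulphur and ribosomal protein genes. *ARG5,6* of the Gcn4 list had no match. Before the data were examined, the genes to be named were fixed as *HOG1*, *CRZ1*, *CLN1*, *YOX1*, *CLB2*, *CDC5*, *CDC20*, *NDD1*, *FKH2* and *STL1*. A rule added, for ET at 30 min, FK506 at 30 min and the ET minus FK506 difference at 10, 30 and 60 min, the 3 genes with the highest and the 3 with the lowest log2 change among those with an adjusted p under 0.05, a mean of at least 10 counts, and the same direction in both replicates. The groups, tests, lists and alternative analyses, but not those named as added, were also fixed before the data were examined.

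The alternative analyses were edgeR's quasi-likelihood test, DESeq2, a fit without the replicate number, time course as a fixed term, no correlation within a time course, RLE scaling, the 10 genes with the most counts left out, no filter on low counts, at least 10 counts in every library, a log2 change of at least 1 beside the adjusted p, ET against FK506 at 1 time point without subtracting 0 min, camera with a preset correlation of 0.01 in place of fry, the median over a list, members of both lists left out, and each library or each replicate number left out. Camera with an estimated correlation, and raw library totals in place of TMM factors, were added after the data were seen. The other 8 lists were run with fry and both forms of camera only. The tests of genes were tested on simulated data, with counts of 6164 genes drawn from the means and library sizes of these samples, of which 195 were changed by a known fold. Limma voom recovered 95.4% of the changed genes in a comparison against 0 min, with 4.12% false among 194 calls, and 88.7% in a difference of changes, with 3.35% false among 179 calls. The simulated changes were at least 2-fold, about as many up as down, and in 1 group only. In the data far more genes were called, such as 3628 in ET at 10 min, of which 743 changed by at least 2-fold. These rates therefore do not test the scaling or the calls of smaller changes. Replicates were compared within each group: no pair was identical, and the chi-square per degree of freedom over genes lay between 5.39 and 11.2, above sampling noise. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. Distance-based tests of whole curves, other strains and other lists of the study were not analysed here.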

Results

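To follow the response to CaCl2 stress in cells that lack Hog1, 16 libraries from *crz1Δ hog1Δ* cells were compared. These formed 8 groups of 2 replicates, from 0, 10, 30 and 60 minutes after CaCl2 addition in cells pre-treated with ET buffer or with the CN inhibitor FK506. Total counts per library lay between 11221758 and 11970166. The most abundant feature was *SCR1*, the RNA of the signal recognition particle (chromosome V, 441987 to 442508 of build R64). It took 4.77% ± 0.173 (SD, n = 2) of the counts in ET at 0 min and 8.07% ± 0.850 (SD, n = 2) at 60 min, against 4.42% ± 0.549 and 6.11% ± 0.491 (SD, n = 2) in FK506. The first principal component of the log2 CPM values held 64.1% of the variance and the next 15.9%. On the first, both ET replicates at 60 min (43.0 and 36.5) lay at the opposite end from 0 min (-47.0 and -43.8), whereas FK506 replicates at 60 min (-17.8 and -21.5) had moved back from their 30 min positions (17.4 and 9.25).

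The deleted genes were examined first, since their counts check the labels. *HOG1* (YLR113W, chromosome XII, 371620 to 372927) had 0 counts in each of the 16 libraries, which allows at most 0.267 CPM in any of them. *CRZ1* (YNL027W, chromosome XIV, 579580 to 581616) had a total of 2 counts, 1 in each of 2 libraries. For comparison, the median total over the 16 libraries of protein-coding genes was 9488 counts. *URA3* and *MET17*, which the genotype also lists as deleted, had 0 counts in each library. *HIS3* is listed as deleted too, but the genotype carries *HIS3* as the marker of a tagged *HCM1*. It had 987 to 1668 counts per library, so its counts do not check that deletion. *LEU2* (YCL018W, chromosome III, 91324 to 92418), the marker that replaces *HOG1*, was expressed at 225 ± 0.0861 CPM in ET and 239 ± 4.23 CPM in FK506 at 0 min (SD, n = 2).

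The next comparison asked which genes respond to CaCl2 in control cells. Of 6206 genes tested with limma voom, 3628 (58.5%) differed from 0 min at 10 min in ET cells, 1652 of them higher and 1976 lower. At 30 min 2056 genes were higher and 2190 lower, and at 60 min 2086 were higher and 2155 lower. Of these, 743 genes at 10 min, 1411 at 30 min and 1451 at 60 min changed by at least 1 on the log2 scale. This stricter threshold was the alternative that moved the counts most. With raw library totals in place of TMM factors the direction shifted. Then 1937 genes were higher and 1679 lower at 10 min, 2807 and 1656 at 30 min, and 2973 and 1535 at 60 min. The 3 genes with the highest log2 change at 30 min were *HSP12*, *DDR2* and *RTC3*. *HSP12* (YFL014W, chromosome VI, 107256 to 107585) rose from 11.04 ± 0.224 to 1996 ± 55.8 CPM (SD, n = 2), a log2 change of 7.30 (SE 0.28, limma adjusted p 3.0e-13). *DDR2* (YOL052C-A, chromosome XV, 231570 to 231755) and *RTC3* (YHR087W, chromosome VIII, 280820 to 281155) rose by 5.07 and 4.72 on the log2 scale. The 3 lowest were *BRX1* (YOL077C, chromosome XV, 185848 to 186723), *NSR1* (YGR159C, chromosome VII, 806412 to 807656) and *RPA43* (YOR340C, chromosome XV, 959202 to 960182). *BRX1* fell from 138 ± 10.9 to 5.88 ± 0.403 CPM (SD, n = 2), a log2 change of -4.74 (SE 0.32, limma adjusted p 4.9e-10), and *NSR1* and *RPA43* had log2 changes of -4.73 and -4.70.

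Similar numbers of genes responded early when CN was inhibited. In FK506-treated cells 1514 genes were higher and 1874 lower at 10 min, and 1521 were higher and 1705 lower at 30 min. By 60 min the numbers were 812 and 973. Genes that changed by at least 1 on the log2 scale numbered 666, 752 and 165. With raw library totals 1761 genes were higher and 1628 lower at 10 min. The numbers were then 2602 and 1056 at 30 min, and 1545 and 556 at 60 min. At 10 min, 2991 genes were called in both treatments, and the direction was the same for each of them. At 60 min 1548 genes were called in both, 1374 of them in the same direction and the others in opposite directions. These pairs of comparisons share no library. Across genes, which are not independent replicates, the log2 changes in FK506 had a Pearson correlation with those in ET of 0.91 at 10 min, 0.88 at 30 min and 0.60 at 60 min. *HSP12* and *DDR2* were again the highest at 30 min, with log2 changes of 6.65 and 4.21. *HSP26* (YBR072W, chromosome II, 382030 to 382674) followed at 4.07 (SE 0.14, limma adjusted p 7.0e-13), from 28.1 ± 2.37 to 543 ± 42.7 CPM (SD, n = 2). The lowest were *NOP7* (YGR103W, chromosome VII, 695417 to 697234) at -3.39, *URA7* (YBL039C, chromosome II, 143989 to 145728) at -3.06 and *RKI1* (YOR095C, chromosome XV, 503552 to 504328) at -2.98. The genes in this and the preceding paragraph lie in a single annotated exon each.

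**Figure D1:**
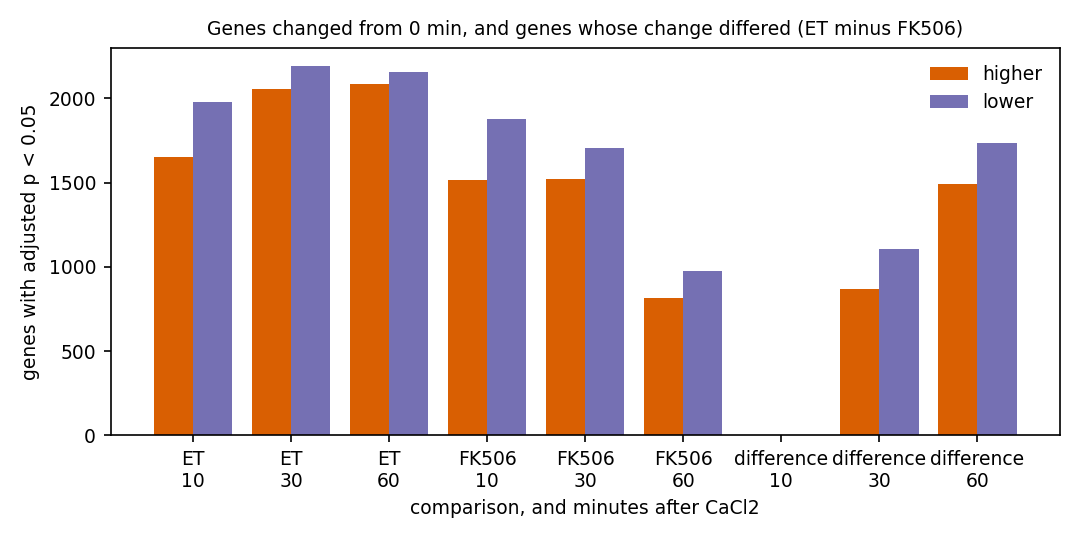
Bars give the number of genes with a limma adjusted p under 0.05 (vertical axis), higher or lower, for each time point in minutes against 0 min in ET and FK506 cells and for the difference in change (ET minus FK506). The difference involved 5 genes at 10 min, too few to be seen at this scale, 1970 at 30 min and 3224 at 60 min.

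To determine which responses depended on CN, changes from 0 min were compared between ET and FK506. At 10 min the change differed for 5 genes, 1 higher and 4 lower in ET. The count was 389 genes when ET and FK506 were compared at 10 min without subtracting 0 min. *CLB2* (YPR119W, chromosome XVI, 771653 to 773128) had a difference in log2 change of -0.70 (SE 0.09, limma adjusted p 0.0063). *CLB1* (YGR108W, chromosome VII, 703636 to 705051) had -0.87 (SE 0.15, limma adjusted p 0.037), and *ZEO1* (YOL109W, chromosome XV, 110297 to 110638) had -0.78 (SE 0.13, limma adjusted p 0.036). *CLB1* did not pass with time course as a fixed term, and neither *CLB1* nor *ZEO1* passed without the filter on low counts. *BTN2* (YGR142W, chromosome VII, 772454 to 773686) was the gene that was higher, at 0.68 (SE 0.12, limma adjusted p 0.036). *SUR7* (YML052W), named after its values were seen, had -0.57 (SE 0.09, limma adjusted p 0.015). *CLB1* and *CLB2* are paralogs, so reads in shared sequence could have been split between them.

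Differences were widespread later. At 30 min the change of 867 genes was higher and that of 1103 lower in ET than in FK506, and at 60 min these numbers were 1490 and 1734 (1860 and 1425 with raw library totals). The lowest values at 30 min belonged to *YLR434C*, *JJJ3* and *SSF1*. *YLR434C* matched no gene of the annotation used here and averaged 10.2 counts per library. In ET it fell from 1.56 ± 0.630 CPM at 0 min (SD, n = 2) to 0 and 1 counts in the 30 min libraries. In FK506 it had 1.13 ± 0.173 CPM at 0 min and 1.25 ± 0.388 CPM at 30 min (SD, n = 2). *JJJ3* (YJR097W, chromosome X, 612413 to 612931) had a difference of -2.86 (SE 0.83, limma adjusted p 0.014), and -1.67 without replicate 1 of ET at 30 min. *SSF1* (YHR066W, chromosome VIII, 229335 to 230696), which has a close paralog and is therefore uncertain, had -2.70 (SE 0.44, limma adjusted p 2.4e-04). The highest were *YLR012C* (chromosome XII, 169982 to 170281), *RGI2* (YIL057C, chromosome IX, 247902 to 248396) and *LSO1* (YJR005C-A, chromosome X, 448477 to 448758). *YLR012C* was at or under 3 counts in the 0 min libraries of both treatments, so no fold change is given. By 30 min it rose to 2.12 ± 0.136 CPM in ET and 1.13 ± 0.280 CPM in FK506 (SD, n = 2). The fitted difference between these changes was 0.72 without replicate 2 and 3.99 without replicate 1, and it did not pass in edgeR or without the filter on low counts. *RGI2* and *LSO1* had differences of 2.22 (SE 0.58) and 2.15 (SE 0.75), with 36.6 and 32.1 counts per library on average.

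At 60 min the lowest differences were those of *SYO1* (YDL063C, chromosome IV, 338272 to 340134) at -4.25 (SE 0.37, limma adjusted p 3.9e-08), *NSR1* at -4.24 (SE 0.24, limma adjusted p 1.3e-10) and *YOR309C* at -4.02 (SE 0.42, limma adjusted p 3.3e-07). *YOR309C* matched no gene of the annotation used here and is uncertain. *NSR1* stood at 179 ± 17.6 CPM at 0 min and 10.9 ± 2.18 CPM at 60 min in ET, against 112 ± 17.3 and 117 ± 8.87 CPM in FK506 (SD, n = 2). *LSO1* at 3.71 (SE 0.86), *RTC3* at 3.53 (SE 0.34) and *PHM8* (YER037W, chromosome V, 225889 to 226854) at 3.42 (SE 0.23) were the highest. *PHM8* had risen from 19.9 ± 1.55 to 255 ± 19.6 CPM by 60 min in ET, and from 25.8 ± 2.75 to 28.6 ± 5.59 CPM in FK506 (SD, n = 2).

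Before CaCl2 was added, ET and FK506 cells differed at 97 genes, 56 higher and 41 lower in ET. In edgeR 60 genes differed, and 1 gene differed by at least 1 on the log2 scale. With raw library totals 35 genes were higher and 63 lower.

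SBF/MBF target genes peak at the G1/S transition, and the study asked whether their decrease upon CaCl2 stress requires Hog1. In ET cells the 134 targets changed on average by -0.28 ± 0.02 at 10 min, -0.31 ± 0.01 at 30 min and -0.22 ± 0.02 at 60 min on the log2 scale (SD, n = 2 replicates). The adjusted p values from limma's fry were 8.5e-06, 8.5e-06 and 6.6e-05. With a correlation between genes estimated by camera, none of these 3 passed (adjusted p 0.109, 0.214 and 0.316). In FK506 cells the averages were -0.17 at 10 min (SD 0.0011, fry adjusted p 8.1e-05), -0.03 ± 0.04 at 30 min (fry adjusted p 0.18) and 0.15 ± 0.01 at 60 min (fry adjusted p 7.7e-05). The 30 min average was 0.01 without replicate 1 and -0.06 without replicate 2. With raw library totals the ET averages were -0.21, -0.11 and 0.02, so the decrease at 60 min was not seen, and the FK506 average at 30 min was 0.17 (fry adjusted p 1.7e-04). The 60 min increase in FK506 did not pass with the estimated correlation (adjusted p 0.091).

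The change of the SBF/MBF targets from 0 min was lower in ET than in FK506 by -0.11 ± 0.02 at 10 min, -0.27 ± 0.03 at 30 min and -0.36 ± 0.01 at 60 min (SD, n = 2 replicates). Fry adjusted p values were 0.011, 6.8e-05 and 8.5e-06. With the estimated correlation none of the 3 differences passed (adjusted p 0.0628, 0.091 and 0.109). With raw library totals they were -0.10, -0.27 and -0.25, each past the threshold in fry. At 60 min 73.1% of the targets were lower. After adjustment over the genes tested, 0 targets were called at 10 min (5 higher and 21 lower at an unadjusted p under 0.05), 5 were higher and 48 lower at 30 min, and 15 were higher and 67 lower at 60 min. Adjusted over the list alone, the numbers were 0 and 1, 6 and 53, and 15 and 68.

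Expression of *CLN1* (YMR199W, chromosome XIII, 662644 to 664284) was 133.8 ± 3.86 CPM at 0 min, 130 ± 3.44 at 10 min, 164 ± 4.33 at 30 min and 183 ± 20.2 CPM at 60 min in ET (SD, n = 2). In FK506 it rose from 139 ± 16.5 to 202.3 ± 14.9 CPM by 60 min. The log2 change at 60 min was 0.21 (limma adjusted p 0.0050) in ET and 0.43 (limma adjusted p 3.1e-05) in FK506. Their difference was -0.21 (SE 0.09, limma adjusted p 0.049), was -0.09 without replicate 1 and -0.33 without replicate 2, and did not pass in several alternative fits, among them RLE scaling, DESeq2 and raw library totals (-0.10). *YOX1* (YML027W, chromosome XIII, 221406 to 222563) had a log2 change of 0.07 in ET at 60 min (limma adjusted p 0.44) and 0.35 in FK506 (limma adjusted p 0.0026). The difference of -0.28 (SE 0.12) had a limma adjusted p of 0.051, and passed without the correlation within a time course (limma adjusted p 0.045). In replicates 1 and 2 the ET change at 60 min was 0.28 and -0.12, and the difference -0.13 and -0.42. On raw library totals the *YOX1* changes in ET passed, at 0.36 at 30 min and 0.31 at 60 min (limma adjusted p 6.6e-04 and 0.0024). Neither gene was lower at 30 min than at 0 min in ET.

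**Figure D2:**
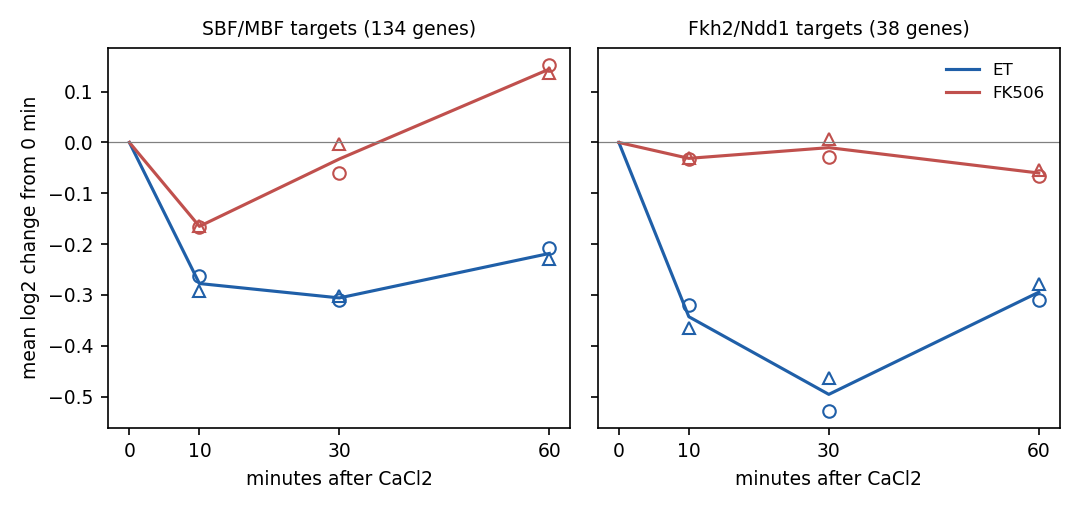
Mean log2 change from 0 min (vertical axis) of the SBF/MBF targets and the Fkh2/Ndd1 targets against minutes after CaCl2, with lines for the mean of 2 replicates, circles for replicate 1 and triangles for replicate 2. ET values lie below 0 at each time after CaCl2, and at 30 min the Fkh2/Ndd1 average was -0.49 in ET and -0.01 in FK506.

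Fkh2/Ndd1 target genes, which peak in G2/M phase, were examined in the same way. The 38 targets changed in ET by -0.34 ± 0.03 at 10 min, -0.49 ± 0.05 at 30 min and -0.29 ± 0.02 at 60 min (SD, n = 2 replicates; fry adjusted p 8.5e-06, 3.5e-06 and 2.7e-05). In FK506 the averages were -0.03 at 10 min, -0.01 at 30 min and -0.06 at 60 min, none past the threshold (fry adjusted p 0.34, 0.93 and 0.057). These small FK506 averages moved by over 1.5 times with the replicate left out, to 0.00, 0.02 and -0.03 without replicate 1. The ET minus FK506 difference in change was -0.31 ± 0.03, -0.48 ± 0.02 and -0.23 ± 0.02 (SD, n = 2 replicates; fry adjusted p 7.7e-05, 8.5e-06 and 6.7e-04). The differences at 10 and 30 min also passed with the estimated correlation (adjusted p 0.0034 and 0.027), whereas that at 60 min did not pass in camera with its preset correlation (adjusted p 0.078) or with raw library totals (-0.12, fry adjusted p 0.058). Raw library totals also gave an average of -0.06 in ET at 60 min (fry adjusted p 0.33) and 0.19 in FK506 at 30 min (fry adjusted p 3.2e-04). At 30 min each of the 38 targets had a lower change in ET, and 21 of them were called over the genes tested and 26 when adjusted over the list alone.

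*CLB2* fell in ET from 151 ± 4.10 to 91.2 ± 2.74 CPM at 10 min and was at 96.3 ± 8.70 CPM at 30 min, while in FK506 it was at 151 ± 3.66, 147 ± 1.57 and 171 ± 0.120 CPM (SD, n = 2). The difference in log2 change was -0.83 (SE 0.09, limma adjusted p 1.1e-05) at 30 min and -0.47 (limma adjusted p 3.4e-04) at 60 min. *CDC5* (YMR001C, chromosome XIII, 269019 to 271136) had differences of -0.49 (limma adjusted p 0.079), -0.80 (limma adjusted p 2.4e-05) and -0.33 (limma adjusted p 0.0079) at 10, 30 and 60 min. The value at 10 min passed in DESeq2 (-0.50, DESeq2 adjusted p 0.025). The value at 60 min did not pass with raw library totals (-0.22, limma adjusted p 0.071). *CDC20* (YGL116W, chromosome VII, 289809 to 291641) differed at 30 min by -0.62 (SE 0.13, limma adjusted p 0.0016) and not at 60 min (-0.03, limma adjusted p 0.84). Its change in FK506 at 10 min was -0.24 (limma adjusted p 0.037), which was -0.15 without replicate 2 of that group and did not pass in 5 of 10 alternative fits (lowest adjusted p of these 0.053, with RLE scaling).

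Transcripts of the TFs themselves were also measured. *FKH2* (YNL068C, chromosome XIV, 495701 to 498289) fell by 10 min in ET from 76.7 ± 4.03 to 25.3 ± 0.679 CPM and in FK506 from 65.3 ± 2.29 to 32.8 ± 0.193 CPM (SD, n = 2). It was at 38.4 ± 4.66 CPM in ET and 67.1 ± 9.24 CPM in FK506 at 60 min, a difference in log2 change of -1.14 (SE 0.15, limma adjusted p 6.1e-06). The difference at 30 min was -1.22 (SE 0.16, limma adjusted p 4.0e-05) and at 10 min -0.62 (limma adjusted p 0.30). Its FK506 change at 30 min, -0.43, was -0.26 without replicate 1 and did not pass with raw library totals (-0.23). *NDD1* (YOR372C, chromosome XV, 1034807 to 1036471) differed at 30 min by -0.38 (SE 0.11, limma adjusted p 0.012). *STL1* (YDR536W, chromosome IV, 1508005 to 1509714), which encodes a glycerol transporter, was at 12.4 ± 1.12 CPM at 0 min and 16.9 ± 4.60 CPM at 30 min in ET (SD, n = 2), and no change from 0 min passed the threshold in either treatment (lowest limma adjusted p 0.068, in ET at 60 min). The ET change at 60 min passed in 4 of 10 alternative fits, and with raw library totals the changes at 30 min also passed, at 0.44 in ET and 0.55 in FK506. Each of these cell cycle genes and *STL1* has 1 annotated exon.

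**Figure D3:**
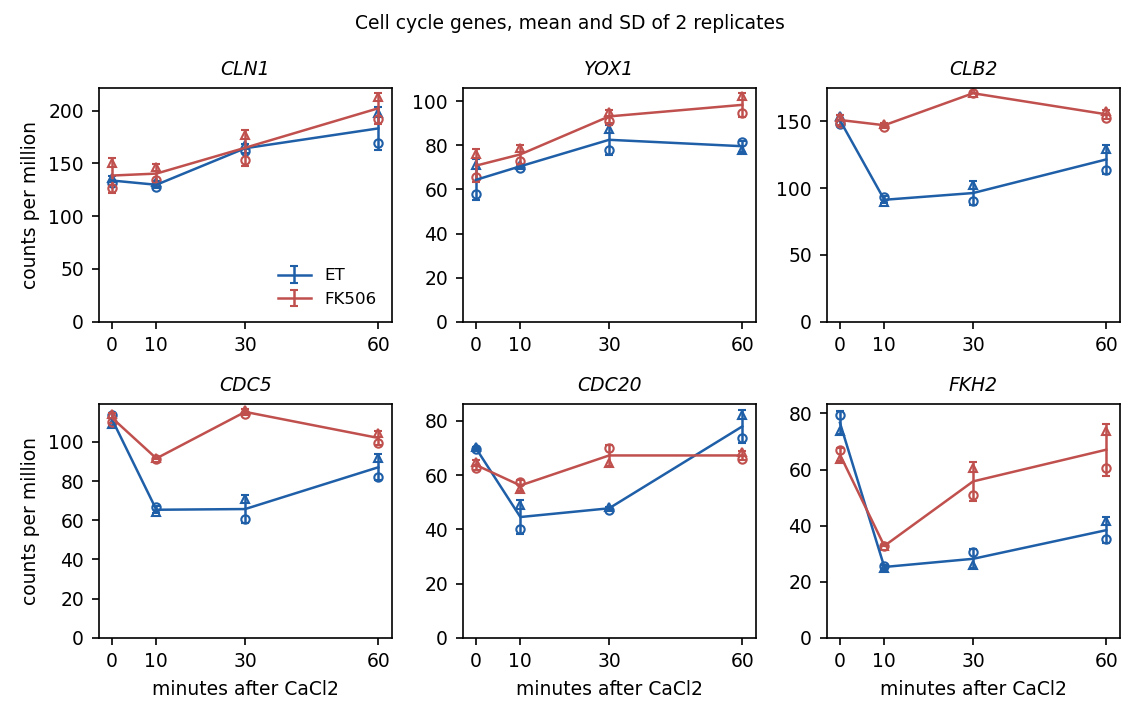
Expression in CPM (vertical axis, from 0) of *CLN1*, *YOX1*, *CLB2*, *CDC5*, *CDC20* and *FKH2* against minutes after CaCl2, as mean and SD of 2 replicates, with circles for replicate 1 and triangles for replicate 2. At 30 min *CLB2* stood at 96.3 CPM in ET and 171 CPM in FK506.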

Values the study reported

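In cells that lacked *CRZ1* but expressed *HOG1*, the study reported that 38 genes differed significantly between control and FK506-treated cells after 10 minutes of CaCl2. Of these, it reported that 11 were targets of Fkh2/Ndd1.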

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

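The tests of a shift of all genes, of a few members with large changes, of a few genes taking most of the counts, and of depth were chosen only after the results they bear on were seen. The results below stand out because the change from 0 min differed between ET and FK506 in a test of the difference itself. Each group rests on 2 libraries.

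The number of genes whose change differed was 5 at 10 min, 1970 at 30 min and 3224 at 60 min. The counts were deposited without scaling by the authors, so their normalization is not at issue. When the 10 genes with the most counts were left out, 1910 of the 1970 genes and 3140 of the 3224 genes were called again, which argues against a few abundant transcripts as the cause. The mean total count of the 60 min libraries in ET was 0.998 times that in FK506, which argues against depth. What stays open is a CN-dependent response in cells without *HOG1* and *CRZ1*, or another effect of FK506. By flow cytometry of these cells, the study saw no significant change in cell cycle distribution by 30 min. It reported a modest CN-dependent decrease of cells in S phase after that time. Cell cycle position was not measured here, so its part in the 60 min differences was not separated. At 60 min the log2 changes in FK506 had a slope of 0.23 on those in ET across genes, against 0.89 at 10 min, so the 60 min difference is in large part a smaller remaining response in FK506.

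The SBF/MBF targets had a lower change in ET by -0.11 at 10 min, -0.27 at 30 min and -0.36 at 60 min. The study described the average of these genes as unaffected by CaCl2 in *hog1Δ* cells and found no significant effect of FK506 on it, the latter in a test of whole curves that was not run here. The size is small, about 1.2- to 1.3-fold at 30 and 60 min. With raw library totals the 60 min difference between treatments was -0.25 and stayed past the threshold in fry. The average in ET at 60 min was 0.02 in place of -0.22, so the decrease against 0 min there depends on the scaling. Raw library totals shift all genes alike, and relative to the median of all genes that average was -0.23 with either scaling. Of 10000 random lists matched on mean expression, 0% had as low a mean at 30 min and 0.01% at 60 min, which argues against a shift of all genes. After the trend of the other genes with GC content, length and level was removed, the means were -0.22 at 30 min and -0.26 at 60 min, and 0% and 0.02% of random lists lay as low. The trend itself explained 1.35% and 1.61% of the variance. At 60 min 73.1% of the members were lower, which argues against a few members with large changes. Random lists do not keep the correlation between co-regulated genes, however. With an estimated correlation in camera the differences no longer passed (adjusted p 0.091 and 0.109). That test also did not pass the ribosomal protein genes in ET at 60 min (mean -2.98, camera adjusted p 0.205), of which 127 of 128 were lower. Its failure here therefore cannot tell co-regulation within fewer independent units from low power. A hypothesis that CN lowers G1/S transcripts to a small extent without Hog1 remains open, as does a slower return to growth in ET cells in general.

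The Fkh2/Ndd1 targets had a lower change in ET by -0.31 at 10 min, -0.48 at 30 min and -0.23 at 60 min. At 30 min 0% of 10000 matched random lists had as low a mean, and the mean after removal of the trend with GC content, length and level was -0.43. Both argue against a general technical trend at 30 min. The 10 and 60 min values were not put through these tests, and with raw library totals the 60 min difference was -0.12 and did not pass (adjusted p 0.058). At 10 and 30 min 37 and 38 of the 38 members were lower, whereas at 60 min 28 were lower and 2 were called higher. *CLB2* was at -0.70, -0.83 and -0.47 at 10, 30 and 60 min, and *CDC5* at -0.80 and -0.33 at 30 and 60 min. *CDC20* was at -0.62 at 30 min and -0.03 at 60 min (adjusted p 0.84). *CLB1* was at -0.87 at 10 min. These values go with a CN-dependent decrease of G2/M transcripts in cells without Hog1, which the study had already described. It reported a smaller decrease in these cells than in cells with *HOG1*. The study concluded that both Hog1-dependent and Hog1-independent mechanisms act, and no strain with *HOG1* was analysed here. *FKH2* at -1.22 and -1.14 (30 and 60 min), *NDD1* at -0.38 (30 min) and *CLN1* at -0.21 (60 min) also differed. By Western blot, the study found the Fkh2 and Ndd1 proteins steady in *hog1Δ* cells after CaCl2. The RNA differences of *FKH2* and *NDD1* therefore give no evidence of lower protein. *CLN1* depended on 1 replicate, with -0.09 without replicate 1, and on the scaling, with -0.10 on raw library totals. The *CDC5* value at 60 min did not pass on raw library totals either (-0.22).

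At 10 min the other genes named by the rule were *ZEO1* at -0.78 and *BTN2* at 0.68. At 30 min they were *YLR434C* at -4.43, *JJJ3* at -2.86, *SSF1* at -2.70, *YLR012C* at 2.34, *RGI2* at 2.22 and *LSO1* at 2.15. The fitted values of *YLR434C* and *YLR012C* rest on groups at or under 3 counts and depend on the prior count, and *JJJ3* was -1.67 without replicate 1 of ET at 30 min. *YLR012C* was 0.72 without replicate 2. At 60 min *SYO1* was at -4.25, *NSR1* at -4.24, *YOR309C* at -4.02, *LSO1* at 3.71, *RTC3* at 3.53 and *PHM8* at 3.42. Part of the *SYO1* and *NSR1* values came from 0 min, where ET was already higher by 0.95 and 0.71 on the log2 scale; without subtracting 0 min, ET was at -3.29 and -3.53 against FK506 at 60 min. No further explanation was tested for these single genes.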

How the results depend on the processing

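The numbers of genes changed from 0 min, and of genes whose change differed at 30 and 60 min, stayed within 1.5 times under edgeR, DESeq2, RLE scaling, the 10 highest genes left out, raw library totals, both other filters, and the 3 other treatments of replicate and time course. Requiring a log2 change of at least 1 lowered them by its construction, to 743, 1411 and 1451 genes in ET, 666, 752 and 165 in FK506, 334 and 1099 for the difference at 30 and 60 min, 0 for the difference at 10 min (432 genes at an unadjusted p under 0.05 without that limit) and 1 at 0 min. The difference at 10 min, 5 genes, became 8 without the correlation within a time course, 3 without the filter on low counts, 8 in edgeR (3 higher, 5 lower), 18 in DESeq2 (6 higher, 12 lower) and 389 when 0 min was not subtracted; the cause was not tested for the first 4, and the last is examined under the other observations. DESeq2, edgeR and the fit without the correlation each called the 5 genes again. The 97 genes that differed at 0 min became 60 in edgeR (22 higher, 38 lower), of which 55 were shared, and the cause was not tested. DESeq2 called 67 (17 higher, 50 lower), 51 of them shared, so the share of higher genes is not settled. With time course as a fixed term the 0 min comparison could not be fitted. Leaving out a library leaves 1 sample in an arm, so no counts of calls were made there.

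The replicate block was in the design because the study's model has a batch term. Libraries with the same number did not clearly deviate together: the correlations of their deviations had a median of 0.0479 over 12 pairs within a treatment (-0.0534 to 0.176) and 0.0701 over 16 pairs between treatments (-0.0321 to 0.227). The latter include 4 pairs at the same time point (0.0817 to 0.176, median 0.151). Not every pair exceeded 0.1, the value set for treating the samples as paired, although the correlations lay mostly above 0, so a weak shared deviation is not excluded. With no replicate block 34 genes differed at 0 min (16 higher, 18 lower), each among the 97, and the SBF/MBF difference at 10 min was -0.11 and did not pass (adjusted p 0.22, against 0.011). The block changed no other call among the 18 results of both study lists, and the other 8 lists were not run without it. Among single genes, with no replicate block the *CLN1* difference at 60 min was -0.21 (adjusted p 0.10), the *YOX1* change in FK506 at 30 min 0.20 (adjusted p 0.059) and the *CDC5* change in FK506 at 30 min -0.16 (adjusted p 0.047, the only one of these 3 to pass).

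Raw library totals, with no scaling factors, were added after the data were seen. They moved the log2 changes of all genes alike, by construction, and shifted the median of all genes by up to 0.235, against under 0.1 for the other scalings. The numbers of calls stayed within 1.5 times, but the split did not. At 10 min the split became 1937 higher and 1679 lower (1652 and 1976 with TMM factors) in ET, and 1761 and 1628 (1514 and 1874) in FK506. It became 2807 higher and 1656 lower (2056 and 2190 with TMM factors) in ET at 30 min, 2973 and 1535 (2086 and 2155) in ET at 60 min, 2602 and 1056 (1521 and 1705) in FK506 at 30 min, 1545 and 556 (812 and 973) in FK506 at 60 min, 1860 and 1425 (1490 and 1734) for the difference at 60 min, and 35 and 63 (56 and 41) at 0 min. SBF/MBF averages reversed to 0.0162 in ET at 60 min and 0.169 in FK506 at 30 min. Fkh2/Ndd1 averages reversed to 0.0251, 0.191 and 0.0624 in FK506 at 10, 30 and 60 min, and those in ET at 60 min (-0.0590) and of the difference at 60 min (-0.12) no longer passed. Single genes reversed for *CLN1* in FK506 at 10 min (0.0226), *CLB2* in FK506 at 30 and 60 min (0.18, 0.0401), *CDC5* in FK506 at 30 min (0.0386), *CDC20* in ET at 60 min (0.16), in FK506 at 30 and 60 min (0.0738, 0.0775) and in the difference at 60 min (0.0779), *NDD1* in the difference at 60 min (0.0734) and *FKH2* in FK506 at 60 min (0.0309).

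Of the 18 list results, those past the threshold kept their direction in the alternatives run, apart from SBF/MBF targets in ET at 60 min on raw library totals. With camera's preset correlation 13 of 14 calls held, and the Fkh2/Ndd1 difference at 60 min (-0.23) did not. With camera's estimated correlation, chosen after seeing the data, 2 of 14 held (Fkh2/Ndd1 differences at 10 and 30 min). The averages do not change in that test, only their p. It no longer passed SBF/MBF targets in ET (-0.28, -0.31, -0.22), in FK506 at 10 and 60 min (-0.17, 0.15) and in the differences (-0.11, -0.27, -0.36), or Fkh2/Ndd1 targets in ET (-0.34, -0.49, -0.29) and the difference at 60 min (-0.23). The Fkh2/Ndd1 average in FK506 at 30 min turned from -0.01 to 0.01 (0.0092) without the 10 highest genes and to 0.0067 without the filter on low counts, and passed in neither. At 60 min in FK506 it passed with RLE scaling (-0.0719) and without the members of both lists (-0.10). The cause was not tested.

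Leaving out 1 library or 1 replicate number gave these ranges. For SBF/MBF targets in ET they were -0.29 to -0.26, -0.31 to -0.26 and -0.22 to -0.20 at 10, 30 and 60 min, and in FK506 -0.17 to -0.13, -0.06 to 0.01 and 0.14 to 0.16. The differences ranged from -0.14 to -0.10, -0.30 to -0.23 and -0.38 to -0.35. For Fkh2/Ndd1 targets the ET ranges were -0.36 to -0.32, -0.53 to -0.42 and -0.32 to -0.24, those in FK506 -0.0453 to 0.0044, -0.0280 to 0.0198 and -0.0743 to -0.0311, and the differences -0.34 to -0.29, -0.52 to -0.44 and -0.26 to -0.21. Sign changes occurred in FK506 for SBF/MBF targets at 30 min and Fkh2/Ndd1 targets at 10 and 30 min, where averages were near 0.

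For single genes, 99 results were put through 10 alternative fits, in which low counts left 6 results untested with at least 10 counts in every library and DESeq2 gave no adjusted p for 3. Of the 981 comparisons, 928 kept direction and side, 24 became weaker, 19 stronger and 10 reversed, the last all on raw library totals. The changed calls concerned *CLN1*, *YOX1*, *CDC5*, *CDC20*, *NDD1*, *FKH2*, *CLB2*, *STL1*, *CLB1*, *ZEO1* and *YLR012C*. Low counts limit *YLR434C*, *YLR012C*, *LSO1*, *RGI2* and *JJJ3*, whose averages lay between 10.2 and 43.2 counts per library.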

Other observations

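The tests of reads shared between paralogs and of scaling were chosen only after the results were seen; the lists and their tests were fixed before. Calls below come from limma's fry with adjustment over 80 tests. Of 60 calls over the 8 lists, 44 held in camera with its preset correlation and 0 with an estimated one. The latter did not pass even the ribosomal protein genes in ET at 60 min (mean -2.98, camera adjusted p 0.205), so it cannot tell which list results hold. Each list result is read as a description of these cultures more than of independent genes.

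In HOG1-expressing cells the study counted genes that differed at 10 min, a measure that can be set beside these cells. The number here was 5 genes, of which 2 were Fkh2/Ndd1 targets, for the difference of changes from 0 min. Both are lower than the values quoted from the study above, and the strains differ. The methods of the study describe this comparison, but its table of these genes lists ratios of ET to FK506 at 10 min. In that direct form 389 genes differed here, which is higher, so the direction depends on the comparison meant.

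The count at 10 min depended on whether 0 min was subtracted. Without subtraction 389 genes differed, and 338 of these (86.9%) had the same sign at 0 min, in other libraries. The median ratio of the 0 min to the 10 min difference was 0.42, under the value of 0.5 set for a difference already present as the main part, and selecting genes on the 10 min value biases this ratio downwards. Across genes, the covariance of the 0 min difference in 1 replicate with the 10 min difference in the other was 43.9% of that between the 10 min replicates. So a 0 min difference accounts for a part but not the whole. The standard error offers the other part: a difference of changes had a median standard error 1.51 times that of a direct comparison, and with this error alone 25 of the 389 genes passed. The low count may therefore reflect precision in part, for small differences. In simulated data with changes of at least 2-fold, 88.7% were recovered in a difference of changes. This was run for the 30 min difference with 195 changed genes, and not for 10 min. It therefore does not settle how many changes of that size precision would hide at 10 min. *STR3* differed there by 1.03 (SE 0.20) and was not called (limma adjusted p 0.060).

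FK506 differed from ET before CaCl2 in the drug efflux (PDR) list: the ET minus FK506 mean was -0.44 (SD 0.0487, n = 2; fry adjusted p 4.5e-05), with 10 of 10 members lower in ET. *PDR5* was at -0.75 (SE 0.06, limma adjusted p 7.7e-06) and *PDR15* at -0.90. This is in line with an off-target induction of efflux genes by FK506 within 15 minutes, but inhibition of CN itself was not separated from it. An induction of Gcn4 targets by FK506 was also predicted; the mean was 0.0700, higher in ET (fry adjusted p 0.044), which is opposite to the prediction. Among the 97 genes at 0 min, *SYO1* and *NSR1* were higher in ET by 0.95 and 0.71; these were chosen after their values were seen.

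Osmostress genes rose in cells without *HOG1*. The list of 13 genes passed at 6 of 6 time points, with means of 1.69, 2.13 and 1.91 in ET and 1.68, 1.74 and 0.80 in FK506 at 10, 30 and 60 min, and 11 members were called higher at 30 min in each treatment. The difference was 1.10 at 60 min (fry adjusted p 0.0011). This suggests induction that does not need Hog1, and general stress factors are a candidate that was not tested. Of the members, *STL1* did not change past the threshold in the main limma fit. In ET at 60 min it passed in some alternative fits, among them edgeR (0.35, edgeR adjusted p 0.047). *GPP1* fell at each time point, by 1.99 in ET and 1.45 in FK506 at 30 min.

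Mating genes rose too. The list of 17 genes had means of 0.48, 1.13 and 1.90 in ET and 0.68, 1.42 and 1.16 in FK506. The lowest of the means at 30 and 60 min was 1.13, as predicted for osmotic crosstalk to the mating pathway in cells without *HOG1*. These means lay at least 1.12 above the median of all genes. Scaling moves all genes alike, so this margin was nearly the same by construction with TMM factors, RLE scaling, DESeq2 and raw library totals. It exceeds the largest shift of that median by scaling, 0.235, which argues against scaling. No strain with *HOG1* was analysed here, so whether its absence is the cause remains a hypothesis. The difference was -0.30 at 30 min (fry adjusted p 0.026) and 0.74 at 60 min (fry adjusted p 2.3e-04), so FK506 went with a higher response first and a lower one later. *FAR1* went the other way in ET, at -1.01 at 30 min.

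Sulphur genes rose on average in ET, and their averages in FK506 at 10 and 30 min did not pass (fry adjusted p 0.14 and 0.94). Of the 14 members, 3 were called higher and 1 lower in FK506 at 10 min, and 4 higher and 3 lower at 30 min. The means were 0.63 at 10 min and 1.12 at 30 min in ET, against 0.21 and 0.07 in FK506. The FK506 mean was -0.38 at 60 min. The difference was 0.42 at 10 min (fry adjusted p 0.021), 1.05 at 30 min and 1.58 at 60 min. The 10 min value fits the prediction of CN dependence without *HOG1*. *MET3* differed by 3.13 at 60 min. The strain lacks *MET17*, so the sulphur pathway is already altered, which may affect the size of the response, and this was not tested.

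Crz1 target genes differed between treatments in cells without *CRZ1*, by 0.00 at 10 min, 0.22 at 30 min and 0.40 at 60 min (fry adjusted p 4.5e-05 at 60 min), with 5 of 12 members called higher. A route from CN to these genes other than Crz1 could give this, as could the general difference at 60 min, in which 3224 genes took part.

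Phosphate genes rose on average by 0.39 in ET and 0.11 in FK506 at 60 min (fry adjusted p 0.0014 and 0.047), which met the prediction set for phosphate limitation. The median in ET was 0.07 and 50% of the members were lower, so the average rests on a few members and the explanation cannot be told apart from their separate regulation.

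Ribosomal protein genes fell by 10 min in both treatments, with means of -0.46 in ET and -0.46 in FK506 (128 genes), as predicted for a general stress response. At 60 min the means were -2.98 in ET and -0.82 in FK506, a difference of -2.16 (fry adjusted p 2.1e-07). The 17 genes with no A or B copy fell by 2.92 in ET at 60 min, which argues against reads shared between paralogs. A CN-dependent delay in the return to growth is a hypothesis that could link this difference to the broad one at 60 min; growth was not analysed here.

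*LEU2* reads come from the marker at the *HOG1* locus. They fell by 30 min in ET (log2 change -0.45, limma adjusted p 4.4e-05) and in FK506 (-0.41, limma adjusted p 1.6e-04). With TMM factors they were still lower in ET at 60 min (-0.30, limma adjusted p 0.0017). The CPM values, on raw library totals, moved little there, from 225 ± 0.0861 to 215 ± 9.37 CPM (SD, n = 2), so the size of that decrease depends on the scaling. In FK506 *LEU2* was higher at 60 min (log2 change 0.39, limma adjusted p 4.8e-04). It went from 239 ± 4.23 CPM at 0 min to 341 ± 38.6 CPM (SD, n = 2).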
